A study of Mus musculus with 12 samples.

How the data were processed

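RNA was collected from mouse embryonic stem cells with a conditional Exosc3 knockout in 12 libraries, 6 groups of 2, defined by doxycycline (0.1 μg/ml or none) and by treatment (3 days, or 2 days with a U1 or scrambled AMO). Groups were taken from the sample labels. Per the labels' protocols, poly(A) RNA was trimmed with RNase T1, reverse transcribed, size selected, circularised, amplified by PCR and sequenced from the poly(A) tail. The submitters' processing notes name Trimmomatic, STAR and bedtools, without versions, and the mm9 genome build. The rules for joining read ends into clusters, the libraries that entered them, any filter against priming inside A-rich stretches, and the order of the hexamer search were not given in the sources used here. Priming of the oligo-dT step inside A-rich transcript sequence gives false 3' ends with this kind of assay. Without a filter rule or a genome of the build, such sites were not removed here, and the values include any that the authors kept.

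The values analysed were genomic positions in nt, strands, hexamer names and hexamer distances in nt, as deposited by the authors for the whole series, per the file headers. None of the 7 columns held a count or expression value of a library, so depth per library is unknown and no value could be assigned to a group. Identifiers ran to 441682 for clusters with a hexamer and to 190619 for clusters without, while 129467 (29.3%) and 15712 (8.24%) were present. What decided which were kept was not given in the sources used here, so shares with and without a hexamer describe the deposited selection. Starts were taken as counted from 0 and ends as included, which gives a smallest width of 1 nt, and starts are printed counted from 1.

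The 24 results planned before the data were examined were tests of sites, genes, site classes and 22 gene lists between the 6 groups, and the rule for named genes took them from those tests. None could be run, because they need a value per library, and most also need an annotation of the build. The gene table at hand is of another assembly and was not used, so no gene is named from it. The comparisons made in their place describe the catalogue itself. They, their windows and all their alternatives were chosen after the catalogue had been seen, and the separations of 1 to 3 kb and 0.2 to 1 kb, the distance of 11 nt and the tail of 61 to 100 nt were chosen because of what the profiles showed there.

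Shares were computed over sites with 95% Wilson intervals, and as mean and SD over the 19 autosomes. Enrichment at 15 to 30 nt was the number of sites per nt there over that at 61 to 100 nt, with exact binomial intervals. A-rich hexamers were those with 5 or more A, without AATAAA. Neighbours were sites of the same strand, with gaps measured between cluster edges. Runs joined sites with gaps of at most 2 kb. Opposite-strand pairs were counted between cluster midpoints, with intervals of the ratio from the Wilson interval of the divergent share. Chance overlap of opposite strands was taken from a shift of 1 kb. Coincidence of hexamer positions was set against 1000 shuffles of the distances among the same sites. Such intervals cover counting error only and treat sites or pairs as independent, which neighbouring sites are not. Differences were tested over the 19 autosomes with a 2-sided sign-flip permutation test of 100000 resamples, whose smallest possible p is 1e-05, and adjusted by Benjamini-Hochberg over 13 comparisons, which makes 1.86e-05 the smallest adjusted value obtained. The 3 mitochondrial comparisons used 2-sided Fisher's exact tests, adjusted among themselves. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1.

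Pair counts, overlap counts and the sign-flip test were tested on simulated data. In a simulated catalogue of 72198 sites with 5700 added divergent pairs, the divergent excess was 5658, and of 1900 added overlaps 1870 were counted above the shifted value. The sign-flip test called 3.9% of 1000 simulated sets without a difference at p under 0.05. Alternatives were either strand alone, clusters up to 50 nt or wider than 1 nt, the most downstream, the most upstream or a random site of each run (20 draws, for pairs also without clusters wider than 50 nt), other windows, gaps and shifts, pairs by 3' edges, and pairs of adjacent sites. Pair ratios are given over all pairs, and their permutation tests were of the mean log2 ratio over autosomes. For a further test, the separation with the highest lower bound of the ratio was chosen on every other autosome and tested on the rest, and the reverse.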

Results

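The study asked where RNA polymerase II transcripts of mouse embryonic stem cells end, and how those ends depend on the nuclear exosome and on U1 snRNP. Exosc3 is a core subunit of the RNA exosome, the complex that degrades many short-lived nuclear transcripts from their 3' ends. U1 snRNP recognises 5' splice sites and also protects nascent transcripts from cleavage and polyadenylation close to their start. The cells were derived from the V6.5 embryonic stem cell line and carried a conditional knockout of Exosc3, in which doxycycline at 0.1 μg/ml kept Exosc3 present and its withdrawal removed it. The ends of polyadenylated RNA were read by 2P-seq, a method that sequences from the poly(A) tail into the body of the transcript. The labels described 12 libraries in 6 groups of 2. A pair of groups was kept with or without doxycycline for 3 days. The other 4 groups were kept with or without doxycycline for 2 days, and 8 hours before collection they received 15 μM of an antisense morpholino oligonucleotide (AMO) against U1 or a scrambled AMO.

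The values analysed were a catalogue of poly(A) site clusters for the whole series, in mm9 coordinates. It gave the position and strand of each cluster, the polyadenylation signal hexamer listed for it and the hexamer distance. Of its 7 columns, 0 held a value per library. Read depth, the level of any site in any of the 6 groups, and the effects of Exosc3 withdrawal and of U1 inhibition were therefore not analysed here. Which libraries entered the catalogue was not given in the sources used here. No library replicates stand behind the values below, so many shares are given with a 95% Wilson interval over sites. Comparisons were tested against the spread between the 19 autosomes, except the mitochondrial ones, which were tested over sites. Neighbouring sites are not independent and chromosomes are not biological replicates. The p-values over autosomes therefore measure how evenly a difference held across the genome. No p-value below measures how a difference would repeat in other cultures.

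The catalogue held 145179 clusters, 73101 on the plus strand and 72078 on the minus strand. A hexamer was listed for 129467 clusters, which was 89.2% (95% interval 89.0 to 89.3%, autosomes 89.3% ± 2.03, SD, n = 19), and 15712 clusters had none. AATAAA, the canonical polyadenylation signal bound by the cleavage and polyadenylation specificity factor, was listed for 65233 clusters, or 44.9% of all clusters (interval 44.7 to 45.2%). ATTAAA, its most common variant, was listed for 22401 clusters, or 15.4% (interval 15.2 to 15.6%). Together they accounted for 60.4% of clusters (interval 60.1 to 60.6%). The share with a hexamer was 89.2% on the plus strand and 89.1% on the minus strand, and over autosomes these did not differ beyond their spread (difference -0.0106 percentage points ± 1.11, SD, n = 19, adjusted p = 0.968, 2-sided permutation test).

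The catalogue used 36 hexamers, of which 15 differed from AATAAA at 1 base and were listed for 55417 clusters, 42.8% of those with a hexamer. After ATTAAA the most frequent were TATAAA with 6410 clusters (4.95% of those with a hexamer, interval 4.83 to 5.07%), AGTAAA with 4992 (3.86%, interval 3.75 to 3.96%), AAGAAA with 4518 (3.49%, interval 3.39 to 3.59%), AATACA with 2831 (2.19%) and CATAAA with 2777 (2.14%). The 14 hexamers with 5 or more A other than AATAAA, called A-rich here, were listed for 12469 clusters, or 9.63% of those with a hexamer (interval 9.47 to 9.79%). ATAAAA was listed 14 times and ATTAAT 2 times, all 16 at 100 nt, the largest distance in the catalogue. In any longer sequence ATAAAA is preceded by a base that completes AATAAA, CATAAA, GATAAA or TATAAA, all of which are in the set, so a hexamer's count depended on which others were searched before it.

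Most hexamers lay a short way from their cluster. The listed distances ran from 6 to 100 nt and were most frequent at 19 nt, with 11602 clusters. Of clusters with a hexamer, 72.2% had it at 15 to 30 nt (interval 72.0 to 72.5%, autosomes 72.2% ± 0.673, SD, n = 19). AATAAA had a median distance of 21 nt (quartiles 19 and 25 nt) and ATTAAA of 22 nt (quartiles 19 and 26 nt). Within 15 to 30 nt the mean distance was 21.6 nt for ATTAAA and 21.5 nt for AATAAA, a difference of 0.115 nt ± 0.115 (SD over 19 autosomes) that had the same sign on 15 of them (adjusted p = 0.000626, permutation test). Within 10 to 35 nt, which takes in the AATAAA peak at 11 nt, it was 0.708 nt. The point of a cluster from which the distance was counted was not given in the sources used here, and the median distance of AATAAA was 21 nt in clusters of 1 nt and 22 nt in those wider than 20 nt.

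**Figure D1:**
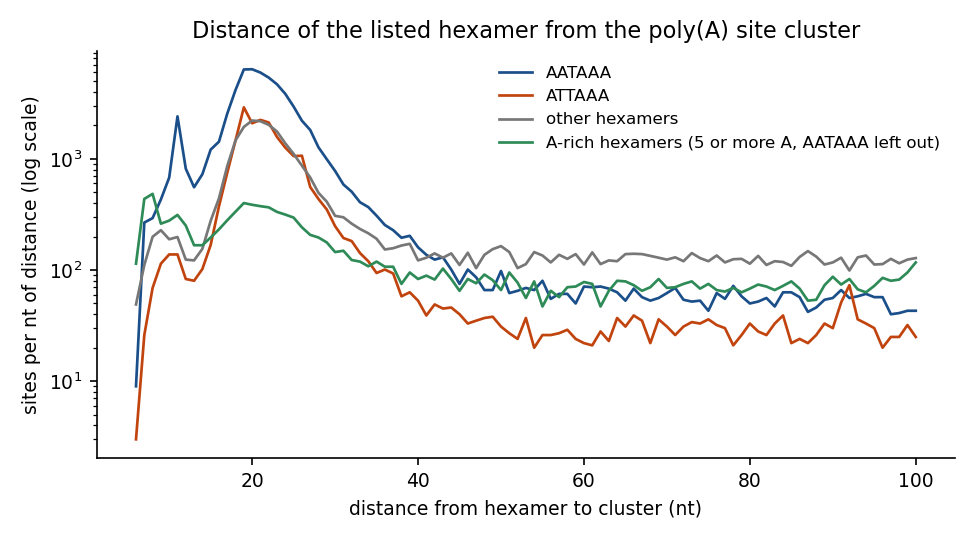
Number of clusters (log scale) at each distance in nt between the listed hexamer and the cluster, with a line each for AATAAA, ATTAAA, A-rich hexamers and all other hexamers. AATAAA, ATTAAA and the other hexamers are most frequent at 19 to 21 nt, A-rich hexamers at 8 nt with 484 clusters, and AATAAA has a separate narrow peak of 2409 clusters at 11 nt.

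The hexamers differed in how strongly they were placed at 15 to 30 nt. AATAAA was 57.8 times as frequent per nt at 15 to 30 nt as at 61 to 100 nt (exact binomial interval 55.4 to 60.3), ATTAAA 37.7 times (interval 35.6 to 39.9), AGTAAA 17.1 times (interval 15.7 to 18.8) and CATAAA 14.7 times (interval 13.1 to 16.5). This ratio was above 5 for 14 of the 34 hexamers with sites in both windows. For the A-rich hexamers it ran from 1.76 to 6.51 with a median of 3.65. AAGAAA, the most frequent of them, reached 3.26 (interval 3.02 to 3.53). ACTAAT had the lowest ratio, 1.42, and was the only hexamer whose interval (0.98 to 2.03) reached below 1. Of the 2247 AATAAA sites at 61 to 100 nt, 1188 may share the AATAAA of the next site upstream, and such sites lower the AATAAA ratio. The other hexamers were not examined for this, so the ratios compare the 2 windows only.

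**Figure D2:**
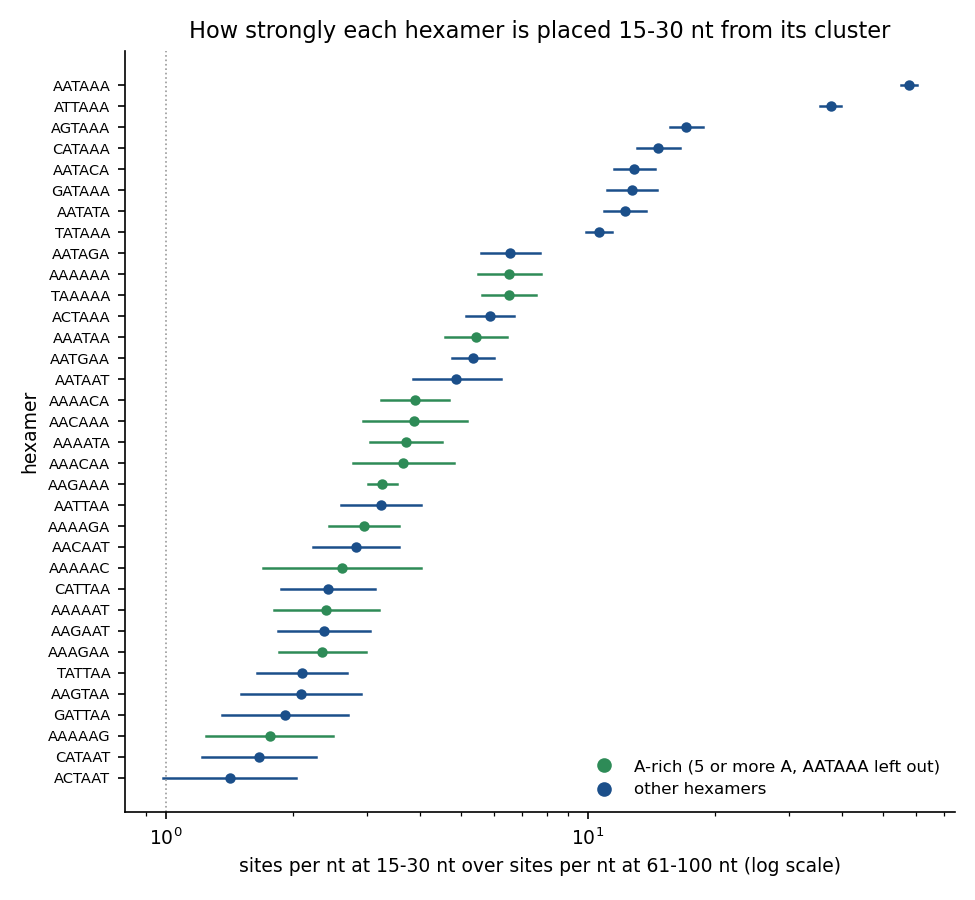
Clusters per nt with the hexamer at 15 to 30 nt over clusters per nt with it at 61 to 100 nt, on a log scale, for each of 34 hexamers, with exact 95% binomial intervals as bars and A-rich hexamers in green. AATAAA stands at 57.8 and ATTAAA at 37.7, while the A-rich hexamers lie between 1.76 and 6.51.

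Outside the main window, 3 ranges of distance were examined. At 6 to 8 nt, the closest distances, A-rich hexamers made up 50.2% of 2060 clusters (interval 48.0 to 52.4%), against 4.79% at 15 to 30 nt (interval 4.66 to 4.93%). AAAAAA alone made up 17.5% there (interval 15.9 to 19.2%) and 0.526% at 15 to 30 nt (interval 0.482 to 0.575%). At 11 nt AATAAA was listed for 2409 of 3058 clusters, 3.23 times the mean of its counts at 10 and 12 nt, while for ATTAAA that ratio was 1.25. At 61 to 100 nt the number of clusters per nt over all hexamers was level, at 285.2 ± 17.2 (SD over 40 distances). This was close to the counting error of 16.9 for that mean. Single hexamers were not all level there. ATTAAA was listed for 51 clusters at 91 nt and 73 at 92 nt, against a mean of 30.95 per nt at 61 to 100 nt. A-rich hexamers reached 95 clusters at 99 nt and 117 at 100 nt. The share of AATAAA was 19.7% at 61 to 100 nt (interval 18.98 to 20.4%) against 55.6% at 15 to 30 nt (interval 55.3 to 55.9%).

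AATAAA clusters at 11 nt stood apart from other sites of their strand. Of them, 17.3% had another site on the same strand within 1 kb (interval 15.9 to 18.9%), against 29.9% at 10 or 12 nt (interval 27.6 to 32.2%) and 46.9% at 15 to 30 nt (interval 46.4 to 47.3%), so part of the gap was shared by the distances beside the peak. Over autosomes the difference from 15 to 30 nt was -29.5 percentage points ± 5.08 (SD, n = 19) and had the same sign on 19 of 19 (adjusted p = 1.86e-05, permutation test). Their median gap to the nearest site was 8811 nt, against 4585 nt for AATAAA clusters at 10 or 12 nt and 1206 nt for those at 15 to 30 nt. Their median width was 6 nt, against 10 nt in both other sets, and 13.4% were 1 nt wide (interval 12.1 to 14.8%), against 9.70% at 15 to 30 nt (interval 9.44 to 9.95%).

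Most clusters were narrow. The median width was 10 nt (quartiles 3 and 21 nt, 95th percentile 52 nt), and 18002 clusters (12.4%) were 1 nt wide. Clusters without a hexamer had a median of 12 nt and a 95th percentile of 79 nt, against 10 and 49 nt with a hexamer. On the log2 scale the mean width was higher without a hexamer by 0.25 ± 0.17 (SD over 19 autosomes), on 18 of 19 autosomes (adjusted p = 3.25e-05, permutation test). This difference was 0.063 with the most downstream site of each run (unadjusted p = 0.0848, permutation test). It was 0.038 when clusters wider than 50 nt were left out (unadjusted p = 0.217, permutation test) and 0.40 with clusters wider than 1 nt. Both of these limits select on width itself, so they cannot show whether the difference holds. Clusters 1 nt wide went the other way, with 14.5% of those without a hexamer and 12.1% of those with one. The share of clusters 1 nt wide was 9.94% for AATAAA (interval 9.71 to 10.2%) and 31.3% for AAAAAA (interval 29.0 to 33.7%). The widest nuclear cluster lay on the plus strand of chromosome 17 from 39979973 to 39983370 (mm9), was 3398 nt wide and had no hexamer. A minus-strand cluster on chromosome 19 from 5841908 to 5843758, with AATAAA, was 1851 nt wide. The starts were taken as counted from 0, and which genes lie there was not analysed here.

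Clusters often lay near each other. The median gap between neighbours on a strand was 2033 nt. Gaps of 1 to 25 nt were found 1023 times and gaps of 26 to 50 nt 8991 times, with a step from 151 gaps of 25 nt to 443 gaps of 26 nt. A neighbour on the same strand within 100 nt was present for 35.1% of clusters without a hexamer (interval 34.3 to 35.8%) and 21.8% of clusters with one (interval 21.6 to 22.0%). When only neighbours with a hexamer were counted, the shares were 21.5% (interval 20.9 to 22.2%) and 19.8% (interval 19.6 to 20.0%). Over autosomes this last difference was 1.86 percentage points ± 1.89 (SD, n = 19), positive on 15 of 19 (adjusted p = 0.000338, permutation test). It turned to -1.07 percentage points when clusters wider than 50 nt were left out (unadjusted p = 0.00233, permutation test). With neighbours within 50 nt it was -0.257 (unadjusted p = 0.426, permutation test). It rose to 4.63 with neighbours within 200 nt and to 2.89 with clusters wider than 1 nt. Its size and direction therefore rested on the width and the distance allowed. Listed distances reached 100 nt, so a site close downstream of a hexamer site could be listed with that site's hexamer. This limits how many sites without a hexamer can have such a neighbour.

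The most downstream site of a group of neighbouring sites carried a canonical signal more often than the most upstream site. Sites on a strand were joined into runs where the gap was at most 2 kb, which gave 25534 runs of 2 or more sites and 47378 lone sites. Such runs held 67.4% of clusters, with a median of 3 sites and up to 76. AATAAA was listed for 36.3% of the most upstream sites of runs (interval 35.7 to 36.9%), 30.2% of middle sites (interval 29.8 to 30.6%), 53.9% of the most downstream sites (interval 53.3 to 54.5%) and 59.3% of lone sites (interval 58.8 to 59.7%). Over autosomes the most downstream sites exceeded the most upstream sites by 17.7 percentage points ± 2.66 (SD, n = 19), on 19 of 19 (adjusted p = 1.86e-05, permutation test). Any hexamer was listed for 93.0% of the most downstream and 84.7% of the most upstream sites, a difference of 8.20 percentage points ± 1.32 over autosomes (adjusted p = 1.86e-05, permutation test). A-rich hexamers went the other way, with 5.59% of the most downstream and 9.69% of the most upstream sites (difference -4.05 percentage points ± 1.14, lower on 19 of 19, adjusted p = 1.86e-05, permutation test). A run was defined by distance alone and can join sites of different genes, and with gaps of at most 0.5 kb the difference in AATAAA was 11.03 percentage points and that in A-rich hexamers -2.07.

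The series title names premature polyadenylation, which also ends transcripts that run upstream and antisense from promoters, so sites on opposite strands were set against each other. A pair was called divergent where the minus-strand site lay to the left of the plus-strand site, and convergent in the opposite case. These names describe the order of the ends only, because transcript starts were not used here. Transcripts that run towards each other and overlap at their 3' ends are also counted as divergent. At separations of 1 to 3 kb there were 20922 divergent and 18584 convergent pairs, a ratio of 1.13 (Wilson-based interval 1.10 to 1.15). The excess was absent at 1 to 1.5 kb (4754 against 4821, ratio 0.986, interval 0.947 to 1.03) and present at 2 to 3 kb (10818 against 9140, ratio 1.18, interval 1.15 to 1.22). Smaller ratios above 1 were found at 3 to 5 kb (1.06, interval 1.03 to 1.08) and 10 to 20 kb (1.05, interval 1.03 to 1.06), and 0.988 (interval 0.974 to 1.00) at 5 to 10 kb. Over 1 to 3 kb the ratio was above 1 on 18 of 19 autosomes, with a mean log2 ratio of 0.21 ± 0.18 (SD, adjusted p = 0.000202, permutation test). At 0.2 to 1 kb there were fewer divergent pairs, 5767 against 8096, a ratio of 0.712 (interval 0.689 to 0.737), with a mean log2 ratio of -0.46 ± 0.19 (SD, n = 19) and a ratio above 1 on 1 of 19 autosomes (adjusted p = 1.86e-05, permutation test). The closest pairs differed from these, with 641 divergent and 552 convergent pairs at 50 to 100 nt (ratio 1.16, interval 1.04 to 1.301) and 964 and 893 below 50 nt (ratio 1.08, interval 0.986 to 1.18). The log2 ratio at 1 to 3 kb over all pairs, 0.17, was 0.043 without clusters wider than 50 nt (mean of autosomes 0.074, to which the unadjusted permutation p = 0.131 belongs), 0.067 at 0.5 to 5 kb, 0.56 for adjacent sites, 0.39 with a random site of each run and 0.37 with a random site where wide clusters were also left out. At 0.2 to 1 kb it was -0.49 over all pairs, -0.20 with the most downstream site of each run (mean of autosomes -0.14, unadjusted permutation p = 0.133 of that mean) and -0.43 with a random site. Both ranges of separation were chosen after the counts by separation had been seen.

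**Figure D3:**
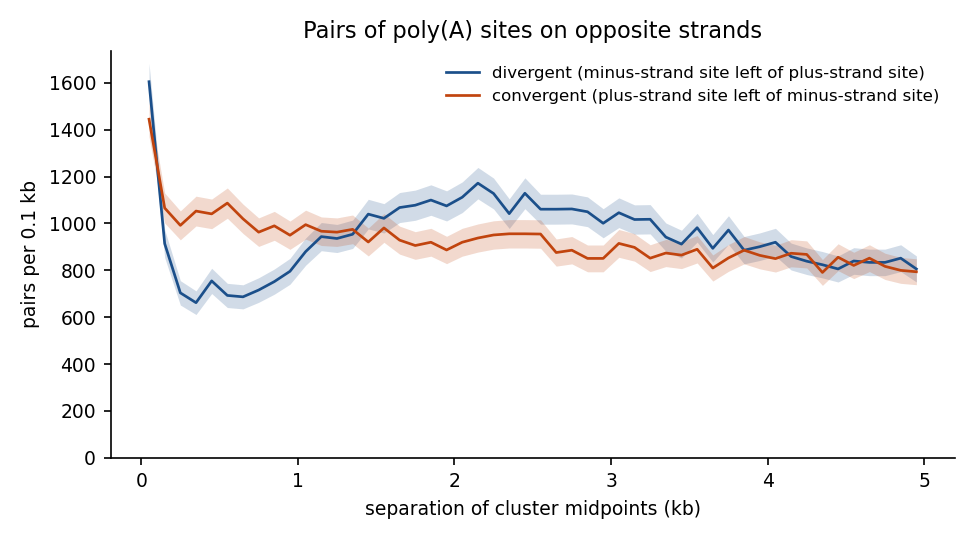
Number of divergent and convergent pairs of clusters on opposite strands per 0.1 kb of separation between cluster midpoints, up to 5 kb, with shaded bands of 1.96 times the square root of each count. Divergent pairs lie below convergent pairs between 0.2 and 1 kb and above them between 2 and 3 kb.

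Sites with divergent partners only at 1 to 3 kb had a hexamer less often than sites with convergent partners only. A hexamer was listed for 82.6% ± 3.40 (SD over 19 autosomes) of the 16695 sites with divergent partners only, and for 87.8% ± 3.11 of the 13573 sites with convergent partners only. The difference was -5.20 percentage points ± 1.65, with the same sign on 19 of 19 autosomes (adjusted p = 1.86e-05, permutation test), and -3.06 with the most downstream site of each run. AATAAA was listed for 39.8% ± 2.52 and 42.2% ± 3.25 of them (difference -2.43 percentage points ± 3.24, lower on 15 of 19, adjusted p = 0.00178, permutation test). That difference was -1.25 when clusters wider than 50 nt were left out (unadjusted p = 0.0923, permutation test), -0.905 with partners at 0.5 to 5 kb (unadjusted p = 0.0865, permutation test) and -4.76 with the most downstream site of each run.

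Clusters of opposite strands overlapped more often than after a shift of the minus strand. Of the 73101 plus-strand clusters, 1123 (1.54%) overlapped a minus-strand cluster by at least 1 nt, against 384 (0.525%) after all minus-strand clusters were moved by 1 kb, a ratio of 2.92. The difference was 0.985 percentage points ± 0.424 (SD, n = 19) and positive on 19 of 19 autosomes (adjusted p = 1.86e-05, permutation test).

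Autosomes held 59.2 ± 13.04 sites per Mb (SD, n = 19) over the span from their leftmost to their rightmost site, from 43.2 on chromosome 14 to 93.9 on chromosome 11. The X chromosome held 26.02 sites per Mb, 0.440 times the autosomal mean, and the Y chromosome 20 sites in all. The X chromosome had no hexamer at 7.66% of its 4231 sites and AATAAA at 51.0%, against 10.7% ± 2.03 and 44.9% ± 1.496 (SD, n = 19) on autosomes. The mitochondrial genome held 80 sites, of which 62 (77.5%, interval 67.2 to 85.3%) lay on the minus strand, against 49.6% of nuclear sites (adjusted p = 6.76e-07, 2-sided Fisher's exact test). A hexamer was listed for 66 of the 80 (82.5%, interval 72.7 to 89.3%), which did not differ from nuclear sites at this number of sites (adjusted p = 0.0688, Fisher's exact test). Where listed, it lay at 15 to 30 nt for 17 of 66 (25.8%, interval 16.7 to 37.4%), against 72.2% in the nucleus (adjusted p = 1.89e-14, Fisher's exact test). Mitochondrial plus-strand clusters were few and wide, with a median of 270.5 nt for 18 clusters against 46 nt for the 62 on the minus strand, and the widest ran from 1793 to 4827. By length the balance was reversed, with 10825 nt covered on the plus strand and 4096 nt on the minus strand.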

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

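All alternatives and tests in this part were chosen after seeing the data. The alternatives fixed before the data were examined were not run, since each (another normalization, filter, pseudocount or tool, each library left out, the sites without an A-rich stretch downstream) needs a value per library. No paired analysis was possible because the columns carry no replicate. Over 19 results, 102 alternative values were computed, and 79 kept the direction and side of the threshold or, without a test, stayed within the 95% interval (the quartiles, for median distances). Of the 71 for the 13 comparisons tested over autosomes, 60 did. These counts include the width difference under limits on width itself, which cannot show whether it holds. The hexamer ratios, chromosome values and mitochondrial tests were not recomputed. The differences in AATAAA, any hexamer and A-rich hexamers between the most downstream and the most upstream site, the distance of ATTAAA against AATAAA, the overlap of opposite strands, the isolation of AATAAA sites at 11 nt and the hexamer share of sites with divergent against convergent partners did so under each of their alternatives, though the difference in AATAAA went from 17.7 to 11.03 percentage points with gaps of at most 0.5 kb.

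Values without a test moved beyond their 95% intervals as follows. With clusters up to 50 nt wide, 89.8% had a hexamer, 45.5% AATAAA, 15.6% ATTAAA, and 72.8% of hexamers lay at 15 to 30 nt. With clusters wider than 1 nt the shares were 89.4% for any hexamer, 46.2% for AATAAA and 73.2% for the window. With 1 site per run, the most downstream, they were 93.8%, 57.4%, 15.7% and 74.3%. A window of 10 to 35 nt held 81.8%. These sets differ in which sites they hold, and the cause of each shift was not tested.

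The difference in hexamer neighbours between sites without and with a hexamer reversed from 1.86 to -0.257 percentage points with neighbours within 50 nt and to -1.07 with clusters up to 50 nt wide. The cause was not tested. The log2 ratio of divergent to convergent pairs over all pairs was 0.17 at 1 to 3 kb and 0.043 with clusters up to 50 nt wide, where its mean over autosomes, the value tested, was 0.074 and no longer past the threshold. At 0.2 to 1 kb it was -0.49, and -0.20 with the most downstream site of each run, where the mean over autosomes was -0.14 and also no longer past the threshold, against -0.43 with a random site of each run. The cause was not tested. With clusters up to 50 nt wide the width difference fell from 0.25 to 0.038 on the log2 scale, and with 1 site per run to 0.063. The limit of 50 nt selects on width itself, so the value of 0.038 cannot show whether the difference holds. The difference in AATAAA between sites with divergent and with convergent partners was -2.43 percentage points, but -1.25 percentage points with clusters up to 50 nt wide and -0.905 with partners at 0.5 to 5 kb. These 4 values missed the threshold, and the causes were not tested. The difference in hexamers between strands, which did not pass the test, changed sign from -0.0106 to 0.0015 with clusters up to 50 nt wide, 0.0197 with clusters wider than 1 nt and 0.206 with 1 site per run. Depth per library is unknown and limits every statement on how strongly a site was used.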

Other observations

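The tests of copied elements, of shared upstream hexamers and of divergent pairs in this part were chosen after the results had been seen. Those of A-rich hexamers at 11 nt, of chance hexamer matches and of cleavage spread were written before. Chromosomes with more sites per Mb had a larger share of sites without a hexamer. Over the 19 autosomes Pearson's r was 0.809 (p = 5e-05, adjusted 0.000147) and Spearman's rho 0.774 (p = 0.00011, adjusted 0.000147, permutation tests). Without chromosomes 11 and 19, the 2 farthest from the median density, r was 0.799 (p = 1e-04, adjusted 0.000147, n = 17, permutation test) and rho 0.730 (p = 0.0013, adjusted 0.0013). The adjustment was by Benjamini-Hochberg over these 4 coefficients. The share without a hexamer was 14.4% on chromosome 17, 13.9% on chromosome 11 and 7.14% on chromosome 18. The relation was picked after viewing the chromosomes, and no explanation was tested.

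Outside 15 to 30 nt, a narrow AATAAA peak stood out at 11 nt. A tail at 61 to 100 nt, level over all hexamers together, stood out too. No biological explanation was tested for either, and the higher ATTAAA counts at 91 and 92 nt were not examined. A-rich hexamers made up 10.2% of sites at 11 nt, below the 21.2% at 9, 10, 12 and 13 nt, the outcome set in advance against priming within A-rich stretches, but that bound was wrong: the AATAAA excess itself lowers every other share, the count of A-rich hexamers (313 at 11 nt, 957 over the 4 distances beside it) was not lower, and the sequence downstream was not examined. Copies of an interspersed element with AATAAA at a fixed place are a candidate explanation too, with 17.3% of the sites at 11 nt having a same-strand neighbour within 1 kb, but 29.9% at 10 or 12 nt was also below the 46.9% at 15 to 30 nt, and a repeat annotation of the build would be needed to decide. Chance matches of the hexamer search are a candidate explanation of the tail. The share of AATAAA there was 0.354 times that at 15 to 30 nt, which does not decide it. AATAAA peaks at 15 to 30 nt, so a lower share elsewhere needs no chance match, and no chance expectation was computed. AATAAA was still the most frequent hexamer in the tail, with 2247 sites against 1238 for ATTAAA. For AATAAA itself, 52.9% of the sites in the tail (interval 50.8 to 54.9%) may share the signal of the site before them: of the 1266 with an AATAAA site within 100 nt upstream, 93.8% had its hexamer at the same place within 20 nt, against a mean of 72.3% and at most 75.4% in 1000 shuffles of the distances among them.

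Sites without a hexamer may in part be cleavage spread around neighbouring sites that have one. The share with a hexamer neighbour within 100 nt was 1.09 times that of sites with a hexamer, above 1 but short of the 1.5 set in advance, and the difference turned to -1.07 percentage points when clusters wider than 50 nt were left out. Neither outcome decides the explanation, because listed distances reached 100 nt. A spread site close downstream of a hexamer site could be listed with that hexamer, and would then not count as lacking one. No other explanation was tested.

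More divergent than convergent pairs were found at 1 to 3 kb. Repeated counting of neighbouring sites is at odds with the data as the whole cause, since with a random site of each run the ratio was 1.31 (interval 1.24 to 1.37, means of 20 draws), and keeping the most upstream or the most downstream site gave 1.32 and 1.31. A separation picked by chance on some autosomes would leave no excess on the others. With all clusters, 2 to 3 kb was chosen both times. The mean log2 ratio there was 0.33 on even-numbered autosomes when chosen on odd-numbered ones and 0.25 in reverse (n = 9 and 10, p = 0.00781 and 0.0119, permutation tests). With clusters up to 50 nt wide the mean log2 ratio was 0.061 (10 to 20 kb chosen, outside the 1 to 3 kb of the pattern, p = 0.363) and 0.053 (2 to 3 kb chosen, p = 0.559, permutation tests). With a random site of each run of such clusters, the log2 ratio over all pairs at 1 to 3 kb was 0.37. That separation was not chosen on other autosomes. The excess that a regional density would leave was not worked out, so density stays open. Transcription in both directions from a shared start region is a candidate explanation for an excess at 1 to 3 kb with a ratio of 0.712 at 0.2 to 1 kb, but the ratio of 1.16 at 50 to 100 nt is not accounted for by it, and it stays open too because annotated starts of the build were not used here.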
